# Intra-individual methylomics detects the impact of early-life adversity

**DOI:** 10.26508/lsa.201800204

**Published:** 2019-04-01

**Authors:** Shan Jiang, Noriko Kamei, Jessica L Bolton, Xinyi Ma, Hal S Stern, Tallie Z Baram, Ali Mortazavi

## Abstract

Genetic and environmental factors interact during sensitive periods early in life to influence mental health and disease via epigenetic processes such as DNA methylation. However, it is not known if DNA methylation changes outside the brain provide an “epigenetic signature” of early-life experiences. Here, we used a novel intra-individual approach by testing DNA methylation from buccal cells of individual rats before and immediately after exposure to one week of typical or adverse life experience. We find that whereas inter-individual changes in DNA methylation reflect the effect of age, DNA methylation changes within paired DNA samples from the same individual reflect the impact of diverse neonatal experiences. Genes coding for critical cellular metabolic enzymes, ion channels, and receptors were more methylated in pups exposed to the adverse environment, predictive of their repression. In contrast, the adverse experience was associated with less methylation on genes involved in pathways of death and inflammation as well as cell-fate–related transcription factors, indicating their potential up-regulation. Thus, intra-individual methylome signatures indicate large-scale transcription-driven alterations of cellular fate, growth, and function.

## Abstract (precis)

This study shows that methylation profile changes across time in the same individual distinguish a stressful experience from typical infancy, providing a potential predictive marker of vulnerability to disease.

## Introduction

Experience, particularly during sensitive periods early in life, leaves indelible marks on an individual’s ability to cope with life’s challenges, influencing resilience or vulnerability to emotional disorders (1, 2, 3, 4, 5). There is evidence that the mechanisms by which early-life experiences influence the function of neurons and neuronal networks involve modification of the repertoire and levels of gene expression via epigenetic processes (1, 2, 3, 4, 6, 7, 8, 9, 10, 11). Among epigenetic processes, changes in DNA methylation of individual genes and at the genomic scale have been reported, and these generally correlate with gene expression (2, 6, 12, 13, 14). However, it is not known if DNA methylation changes might provide a useful “epigenetic signature” of early-life experiences in an individual child. Such a readily accessible measure might serve as a biomarker for vulnerability or resilience to mental illness. Obviously, it is not possible to repeatedly sample DNA from brain cells in humans to assess DNA methylation changes for predicting and preventing disease. Therefore, current approaches use peripheral cells, including white blood cells (WBCs) or buccal swabs (mixed epithelial/WBC), which are available repeatedly and noninvasively. Here, we tested the feasibility of using peripheral DNA samples to assess the impact of diverse neonatal experiences on an individual by directly comparing two samples collected at different time points from the same individual rat in groups exposed to distinct early-life experiences with defined onset and duration. We have previously established that these diverse experiences provoke specific phenotypic outcomes later in life (4, 15, 16). Specifically, we imposed “simulated poverty” by raising pups for a week (from postnatal day P2 to P10) in cages with limited bedding and nesting (LBN) materials. This manipulation disrupts the care provided by the rat dam to her pups and results in profound yet transient stress in the pups, devoid of major weight loss or physical changes. This transient experience provokes significant and life-long deficits in memory and generates increases in emotional measures of anhedonia and depression (15, 16, 17).

Here, we tested if adversity during a defined sensitive developmental period in rats leads to a detectable epigenomic signature in DNA from buccal swab cells. We obtained intra-individual epigenomic signatures of early-life adversity using reduced representation bisulfite sequencing (RRBS) (18) to identify changes in DNA methylation profiles. Comparisons were made both between two samples from an individual rat (P2 versus P10) and between samples from rats subjected to the two neonatal experiences. We found that assessing the overall methylation profile of samples enabled detection of age and development effects (17, 19), distinguishing P2 samples from those obtained on P10 but did not separate the two groups of pups based on their experience. In contrast, the changes in DNA methylation in two samples obtained from the same rat enabled clear differentiation of the control versus the adverse experience, likely by obviating large inter-individual variance. Thus, our findings establish the feasibility of identifying markers of adverse experiences that portend risk or resilience to mental illness, with major potential translational impact.

## Results

### Methylation level changes across individuals reflect postnatal age rather than early-life experiences

We obtained a mix of epithelial and WBC DNA from individual rat pups twice, on P2 and P10, using buccal swabs (see the Materials and Methods section). We obtained buccal swabs rather than peripheral WBCs for three reasons. First, the swab, lasting seconds, is much less stressful than a painful needle prick to obtain peripheral blood, and this stress might influence methylation in itself. Second, this approach provides a more direct comparison with human studies where ethical reasons preclude needle pain, although buccal swabs are routinely implemented (20, 21). Finally, several studies found that DNA methylation profiles in buccal swab cells are more similar to patterns from several brain regions than methylation profiles in WBCs (21, 22, 23, 24). Following the initial samples collected on P2 from a group of naive pups, the rats were divided into two groups: one was exposed to simulated poverty. The other was reared in a typical environment for one week. Samples from individuals in both groups were collected again on P10. We examined for intra-individual epigenomic signatures of early-life adversity and compared both P10 samples from groups with two divergent neonatal experiences as well as the changes in methylation levels between matched samples from the same individual rat (P2 versus P10; Fig 1A).

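DNA methylation was measured by RRBS in buccal swabs of 19 pups, each swabbed on P2 and again on P10, which gave 38 samples. Cohort 1 held 6 control and 5 LBN pups, and cohort 2 held 4 control and 4 LBN pups. The P2 swabs were taken before the pups were randomized, so a difference between the groups at P2 precedes the experience. For each DMR and sample, the authors deposited the methylation percentage, which is the share of methylated reads over all CpGs of the DMR, before correction for cohort. The number of reads behind each percentage is not given with it, so the depth is unknown and no error can be stated for a single value. For PCA, the log2 of the percentage was corrected for cohort with removeBatchEffect of limma, and the 63 DMRs listed at 0 in any sample were left out. δ methylation was log2(P10/P2) of the deposited percentages over the remaining 3354 DMRs. For tests DMR by DMR, limma was fitted to δ methylation as it stands and, for levels, to log2((percent + 1)/(100 − percent + 1)), which is also defined at 0% and 100%, with the pup as a block for age and with cohort as a covariate for experience. Its p values were adjusted by the Benjamini-Hochberg method, and all tests reported here were two-sided.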

**Figure 1.**
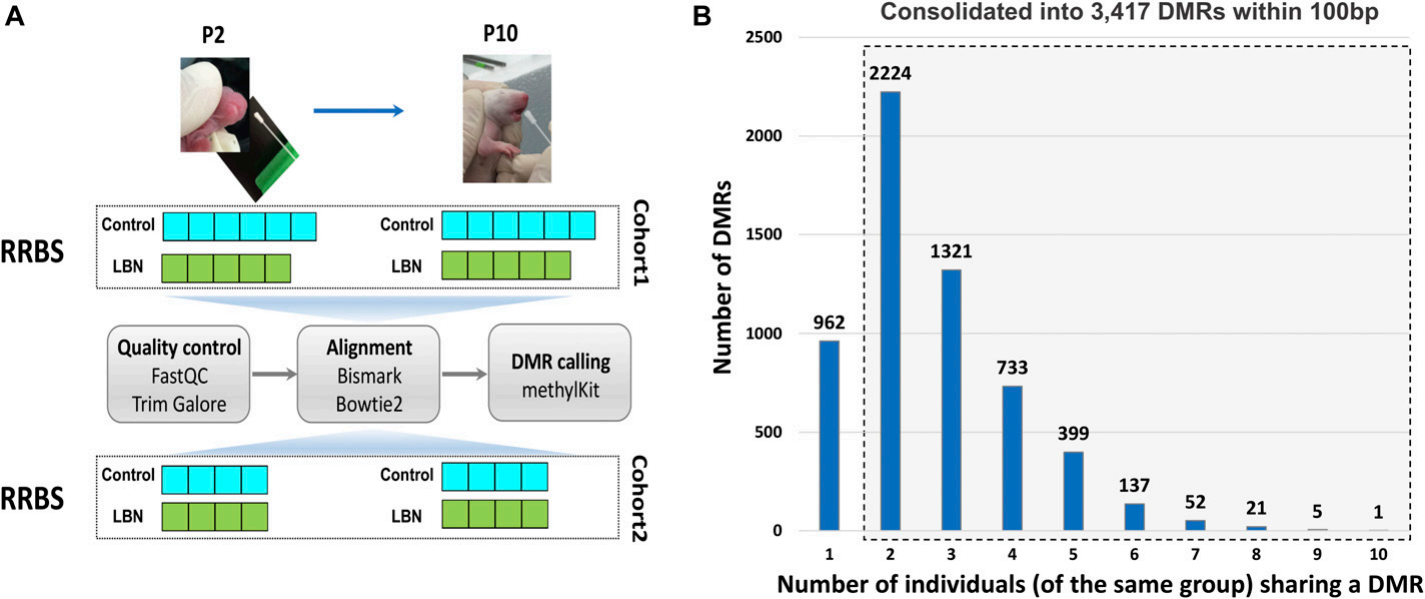
Experimental design and DMRs calling across individuals. **(A)** Experimental design and analysis pipeline. Six control and five LBN individuals were collected for cohort 1; four control and four LBN individuals were collected for cohort 2. **(B)** Histogram of the number of significant DMRs based on the number of individuals sharing the same experience. LBN: a paradigm of simulated poverty and early-life adversity. P2, P10 = postnatal days 2, 10.

DNA methylation status was assessed using RRBS, with libraries sequenced to an average of 20 million mapped reads, and we reliably detected an average of 482,000 CpGs in both samples of the same individual (Fig S1; see the Materials and Methods section). We performed differential methylation analysis between P2 and P10 for each individual and identified 3,417 significantly differential methylation regions (DMRs) after coalescing CpGs within 100 base pairs that were shared in at least two individuals from each experience group (Fig 1B).

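Of the 3417 DMRs, 2510 (73.5%) were single CpG positions, and the other 907 had a median length of 19 and a maximum of 195 base pairs on rn6. Chromosome X held 10 of them. A percentage was given for every DMR in every sample, and 94 values were 0 and 97 were 100. A mean level under 10% was found at 62 DMRs. The DMRs had been chosen for differences between P2 and P10 in these same pups, so counts of DMRs that changed with age describe a set selected for such changes. The selection as stated names no direction of change.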

**Figure S1.**
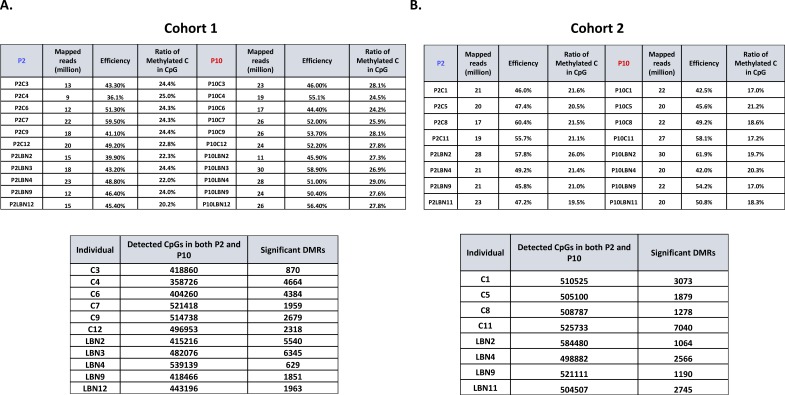
Quality control of RRBS data. **(A, B)** Quality control matrix for (A) cohort 1 and (B) cohort 2, including the number of uniquely mapped reads, mapping efficiency, ratio of methylated C in CpG, and significant DMRs calling for each individual. Six control and five LBN individuals were collected for cohort 1; four control and four LBN individuals were collected for cohort 2.

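With k set to 10, clustering of the cohort-corrected percentages gave clusters of 237 to 447 DMRs. The mean percentage differed between P2 and P10 in 4 of the 10 clusters, all lower at P10 (sign-flip permutation test over 19 pups, Benjamini-Hochberg adjusted over the 10 clusters). The cluster of 237 DMRs fell from 70.0% ± 7.11 to 56.6% ± 7.20 (SD, n = 19 pups), rose in 3 pups, and had an adjusted p of 0.0003. The cluster of 370 DMRs fell from 55.1% ± 8.34 to 42.3% ± 7.14, with an adjusted p of 0.00173. The cluster of 349 DMRs fell from 39.5% ± 7.29 to 29.5% ± 5.97, with an adjusted p of 0.00217. The cluster of 290 DMRs fell from 15.7% ± 1.35 to 14.1% ± 1.27, with an adjusted p of 0.00173. Mean changes of the other 6 clusters lay between −6.21 and 5.01 percentage points, smaller than their SD between pups. With k set to 8, 2 clusters passed the adjusted p, and with k set to 12, 6 did.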

We analyzed the DNA methylation levels of these DMRs in P2 and P10 for both the control and adversity-experiencing (LBN) groups across individuals using k-means clustering and observed substantial changes in the DNA methylation level during the one-week interval in both control and LBN (Fig 2A). The DNA methylation levels of individual samples clearly distinguished rats at different ages (Fig 2A). 

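In the limma test with the pup as a block, 1493 of the 3417 DMRs changed between P2 and P10 at an adjusted p of 0.05, 467 with more and 1026 with less methylation at P10. Controls alone gave 943 such DMRs (270 higher, 673 lower) and LBNs alone 182 (51 higher, 131 lower). The count in LBNs was 16 without LBN2 of cohort 2, 17 without LBN9 of cohort 2 and 28 without LBN9 of cohort 1. It lay between 41 and 198 when any other LBN pup was left out. In cohort 1 alone, 24 DMRs changed in controls and 563 in LBNs. In cohort 2 alone, 661 changed in controls and 568 in LBNs. The same direction in all 19 pups was found at 77 of the 1493 DMRs, 33 higher and 44 lower at P10, where 0.0130 DMRs of the 3417 would have a shared direction if each pup moved either way at random. The 5 largest log2 changes among these were all decreases. The DMR of Prkab1 (intergenic, chromosome 12, 46314322 to 46314326) fell from 56.8% ± 11.6 to 17.2% ± 8.63 (SD, n = 19). This was a log-odds change of −2.78 (standard error 0.25, limma adjusted p = 1.42e-08). A DMR that Tables S1 and S2 do not list, on chromosome 4 from 133389907 to 133389923, fell from 87.4% ± 5.72 to 54.6% ± 18.4. The intronic DMR of Lgals3 (chromosome 15, 24154167 to 24154168) fell from 27.5% ± 7.63 to 7.71% ± 6.25. The DMR at the TTS of Pecr (chromosome 9, 79600940 to 79600941) fell from 55.3% ± 10.8 to 20.5% ± 8.39. Another unlisted DMR, on chromosome 11 from 82916644 to 82916645, fell from 33.4% ± 12.0 to 10.00% ± 6.97. Adjusted p values of the last 4 were at most 5.81e-07.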

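PCA of the cohort-corrected log2 levels of the 38 samples placed 37.3% of the variance on PC1, 21.4% on PC2 and 5.44% on PC3, together 64.1%. When each pup was left out in turn, the SD of these shares was 1.22, 1.07, 0.308 and 0.391 percentage points. Of the alternatives tried, cohort 1 alone moved the share of PC1 most, to 51.3%. With 1 percentage point added before the logarithm, the first 3 components held 62.0%.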

We further performed principal component analysis (PCA) on the percentage of DNA methylation of these DMRs and found that individual samples were separated by age using the first three principal components (up to 62.1% variances explained), indicating a substantial change in DNA methylation associated with age (Figs 2B, S2, and S3). The separation by age still held when cohort effects were considered (Figs S4, S5, and S6). These data demonstrate that development and age modify the buccal swab methylome (19, 23, 25, 26). 

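Before correction, the mean level over all DMRs was 51.5% ± 1.64 (SD, n = 22 samples) in cohort 1 and 45.6% ± 3.75 (SD, n = 16) in cohort 2. In cohort 1 it was 51.7% ± 1.52 at P2 and 51.3% ± 1.81 at P10 (SD, n = 11 pups). In cohort 2 it was 48.8% ± 1.17 at P2 and 42.4% ± 2.42 at P10 (SD, n = 8 pups). Without the correction, the score of every pup on the second component was lower at P10 than at P2, by −22.7 ± 10.9 (SD, n = 19). In a PCA of cohort 1 alone, the component that matched PC2 was again the second and was lower at P10 in 11 of 11 pups, with a mean difference of −15.4 (permutation p = 0.00096). In a PCA of cohort 2 alone, the matching component was the first and was lower at P10 in 8 of 8 pups, with a mean difference of −31.3 (exact permutation p = 0.00781, the smallest that 8 pups allow).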

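Scores on PC2, oriented with P2 above 0, were 10.1 ± 6.54 at P2 and −10.1 ± 8.13 at P10 (SD, n = 19 pups). The difference within a pup was −20.1 ± 12.1 and was negative in 19 of 19 pups (sign-flip permutation test with 100000 resamples, p = 1e-05, the smallest that this number can give). P2 scores ran from 1.04 to 23.1 and P10 scores from −26.1 to 0.109. The ages overlapped without the correction for cohort, with a lowest P2 score of −3.59 and a highest P10 score of 1.6, and in cohort 1 alone, with a lowest P2 score of 0.994 and a highest P10 score of 2.29.

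**Figure D1:**
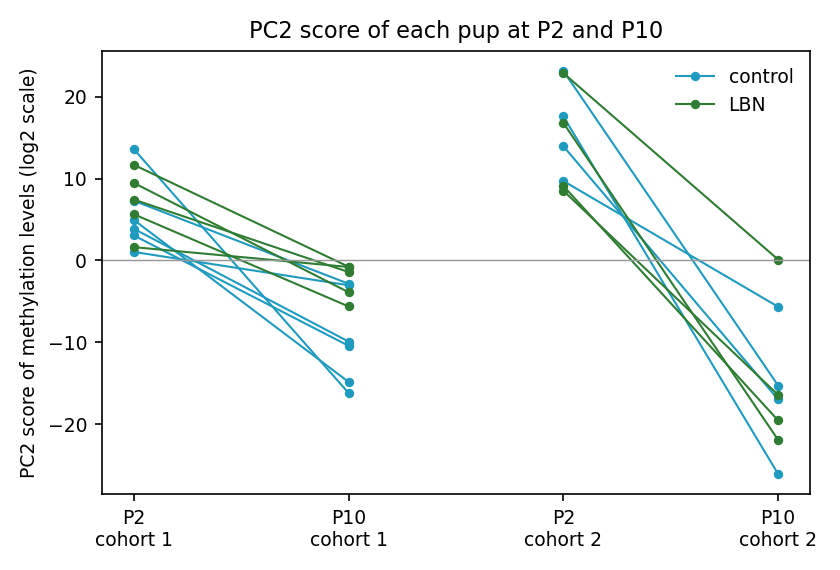
PC2 score of methylation levels (vertical axis, log2 scale) of each pup at P2 and P10, by cohort; each line joins the 2 samples of 1 pup. All P2 samples sit at or above 1.04 and all P10 samples at or below 0.109.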

PC2, which accounts for 20.7% of the variance, was the dominant component distinguishing samples of different ages (Fig 2B). 

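The 100 DMRs with the most positive PC2 weights had a mean level of 39.4% ± 6.89 at P2 and 23.7% ± 11.5 at P10 (SD, n = 19 pups), a change of −15.7 ± 8.06 percentage points that was negative in 19 of 19 pups. Averaged over pups, 98 of these 100 DMRs were lower at P10. The 100 DMRs with the most negative weights rose from 17.2% ± 1.5 to 27.6% ± 2.91, a change of 10.4 ± 3.55 percentage points that was positive in 19 of 19 pups and at 100 of the 100 DMRs. Both changes had the smallest p that 100000 sign flips can give, 1e-05. The weights were fitted to the same samples, so these values describe PC2 and are not an independent test.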

We found that the PC2 DMRs with most positive weights for predicting the increased age (P10) had reduced methylation level in P10, whereas DMRs with most negative PC2 weights had increased methylation level in P10 (Figs S2 and S3). However, the PCA analyses of the P2 and P10 methylome profiles did not separate the control group from the adversity-experiencing group (Fig 2C). Thus, although the level of DNA methylation in buccal swabs reflects an epigenetic signature of age, it provides little information about antecedent life experiences.

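At P10, PC1 scores were 10.2 ± 15.3 in LBNs (SD, n = 9) and 2.11 ± 14.0 in controls (SD, n = 10), with an exact permutation p of 0.245. PC2 scores were −7.79 ± 8.89 in LBNs and −12.1 ± 7.22 in controls (exact permutation p = 0.255). On PC3, the 2 groups had −0.417 ± 6.82 and −0.858 ± 8.30 (exact permutation p = 0.901). At P2, before the experience, PC1 scores were 1.35 ± 17.0 in the pups assigned to LBN and −12.5 ± 13.2 in those assigned to control cages (exact permutation p = 0.0633). Adjusted over the 6 comparisons of 3 components at both ages, p lay between 0.380 and 0.901. The difference on PC1 was not the same in the cohorts. At P10 it was 20.6 in cohort 1 (exact permutation p = 0.0260) and −8.35 in cohort 2 (exact permutation p = 0.429). At P2 it was 5.86 in cohort 1 (exact permutation p = 0.595). In cohort 2, the P2 scores of the 4 pups assigned to LBN lay between 8.44 and 12.3 and those of the 4 control pups between −30.2 and −3.03 (exact permutation p = 0.0286, the smallest that 4 pups against 4 allow).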

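DMR by DMR, limma found no DMR whose P10 level differed between LBNs and controls at an adjusted p of 0.05, with 337 of 3417 at an unadjusted p under 0.05. The same test of the P2 levels also gave 0 DMRs, with 457 at an unadjusted p under 0.05. Fitted to cohort 1 alone, limma gave 409 DMRs at P10 and 0 at P2, with 59 of the latter at an unadjusted p under 0.05. Fitted to cohort 2 alone, it gave 0 DMRs at P10, with 45 at an unadjusted p under 0.05, and 479 at P2, before the experience. A test of the difference between cohorts gave 0 DMRs at either age, with 808 at P10 and 319 at P2 at an unadjusted p under 0.05. In simulated levels of the same design with 200 changed DMRs among 3417, the P10 test found 33.5% of changes of 1 and 94.5% of changes of 2 on its log2 scale. The simulated noise was independent between DMRs, whereas 1 component held 37.3% of the variance of the real levels of all samples. These shares may therefore not hold for the real data. Assigning each pup to the nearer mean profile of the other pups placed 13 of 19 in their own group from P10 levels (permutation p = 0.14) and 15 of 19 from P2 levels (permutation p = 0.04), with 99 permutations of the labels within cohort. From the separation by age and its absence by experience in the PCA, the paper concludes that the methylation level reflects age and gives little information about the preceding experience.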

**Figure 2.**
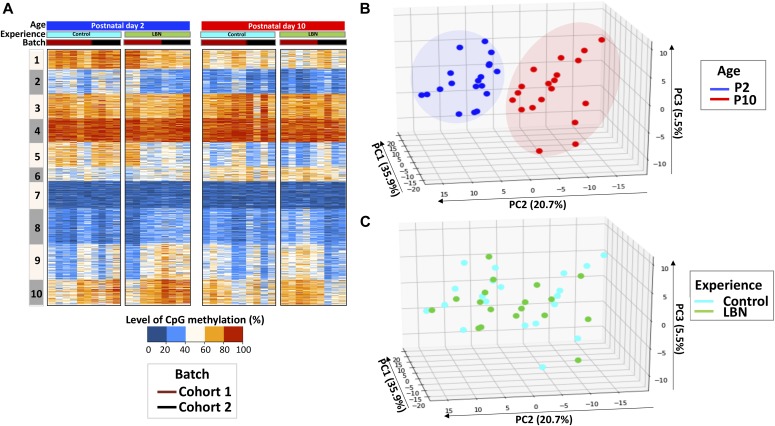
Separation of individuals by age by profiles of methylation levels on significantly DMRs. **(A)** Heat map of CpG methylation percentage on the 3,417 DMRs identified in Fig 1 and showing individual samples. The profile is presented as 10 clusters that are identified using k-means clustering. Blue: low methylation percentage, orange: high methylation percentage. **(B)** PCA of methylation profiles of individual samples, focusing on the 3,417 significant DMRs. Individual samples are labeled by age; blue: P2, red: P10. **(C)** PCA of individual samples focusing on the same DMRs. Individual samples are labeled by experience; cyan: control, green: LBN.

**Figure S2.**
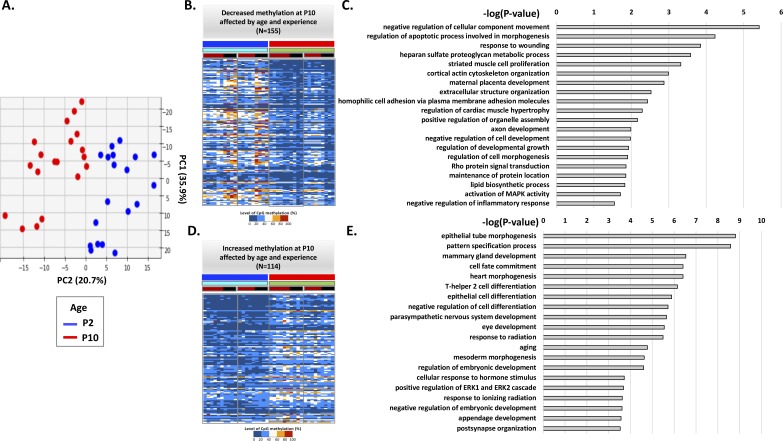
Annotation of age-related DMRs in controls and LBNs. **(A)** Top view of PCA in Fig 2B. PC2 is the major component that separates P2 and P10 individuals. **(B)** Methylation level of 155 DMRs with most positive weights in PC2, showing decreased methylation at P10. **(C)** Gene ontology terms enriched in the genes associated with these 155 DMRs. **(D)** Methylation levels of 114 DMRs with most negative weights in PC2, showing increased methylation at P10. **(E)** Gene ontology terms enriched in the genes associated with these 114 DMRs.

**Figure S3.**
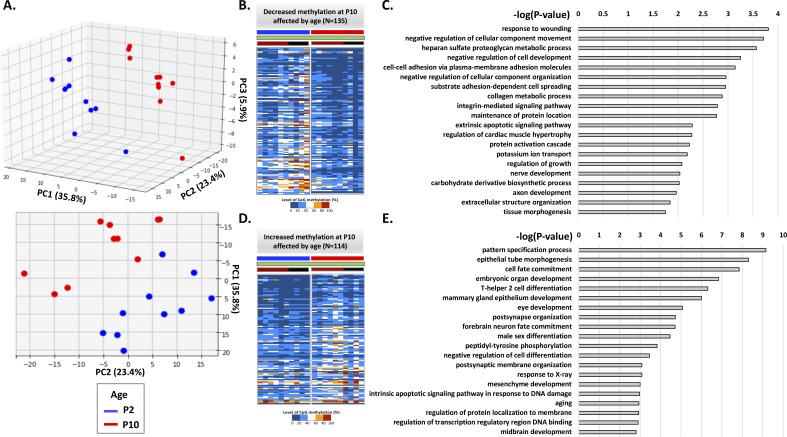
Annotation of age-related DMRs only in controls. **(A)** Side view and top view of PCA only with control individuals. PC2 separates P2 and P10 individuals. **(B)** Methylation level of 135 DMRs with most positive weights in PC2, showing decreased methylation at P10. **(C)** Gene ontology terms enriched in the genes associated with these 135 DMRs. **(D)** Methylation levels of 114 DMRs with most negative weights in PC2, showing increased methylation at P10. **(E)** Gene ontology terms enriched in the genes associated with these 114 DMRs.

**Figure S4.**
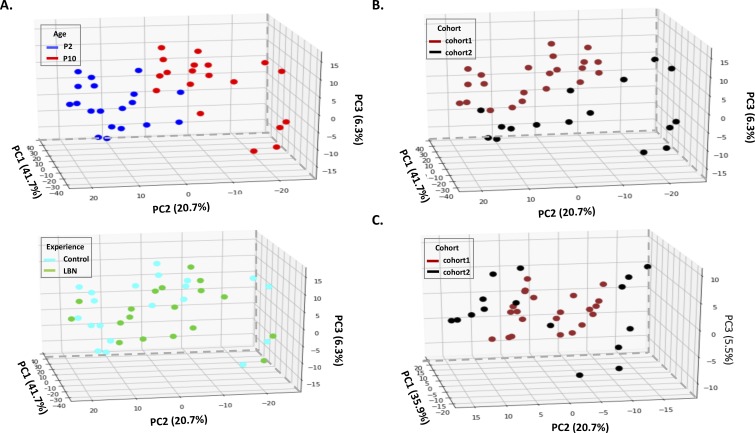
Examination of potential batch effects between two cohorts. **(A)** PCA analysis on the methylation levels of 3,417 DMRs before correcting the batch effects by cohorts. Individuals can still be separated by age on PC2 but cannot be separated by their experiences. **(B)** PC1 is the major component that separates individuals by cohorts before doing batch correction. **(C)** PCA analysis on the methylation level of DMRs after corrected by cohorts, same as Fig 2B and C. Individuals cannot be separated by cohorts.

**Figure S5.**
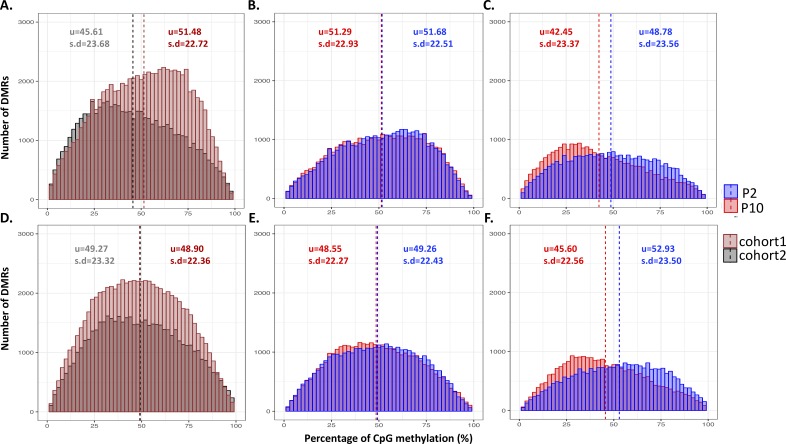
Distribution of methylation level on DMRs across individuals. **(A)** Histogram of methylation level on 3,417 DMRs across 19 individuals from two cohorts before batch correction by cohorts (*P* < 2.2 × 10^−16^, Mann–Whitney *U* Test). For each DMR, each individual has one methylation level for P2 and one for P10. 11 individuals are in cohort 1 and eight individuals are in cohort 2. **(B)** Histogram of methylation level on 3,417 DMRs on cohort 1 for P2 and P10 separately (before correction by cohorts). **(C)** Histogram of methylation level on 3,417 DMRs on cohort 2 for P2 and P10 separately (before correction by cohorts). **(D)** Histogram of methylation level on 3,417 DMRs across 19 individuals from two cohorts after batch correction by cohorts (*P* = 0.2197, Mann–Whitney *U* Test). For each DMR, each individual has one methylation level for P2 and one for P10. Eleven individuals are in cohort 1 and eight individuals are in cohort 2. **(E)** Histogram of methylation level on 3,417 DMRs on cohort 1 for P2 and P10 separately (after correction by cohorts). **(F)** Histogram of methylation level on 3,417 DMRs on cohort 2 for P2 and P10 separately (after correction by cohorts). u represents mean value; s.d represent standard deviation.

**Figure S6.**
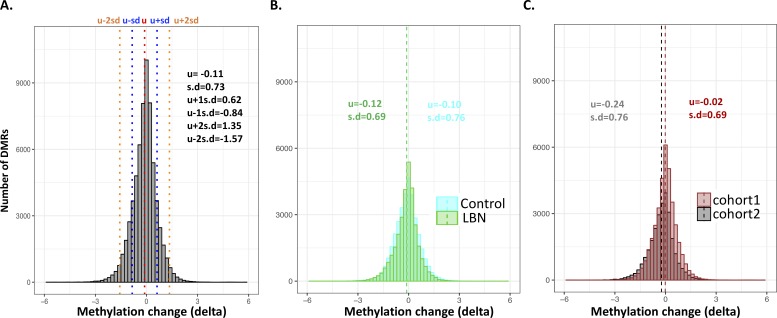
Distribution of δ methylation on DMRs across individuals. **(A)** Histogram of δ methylation on 3,417 DMRs across 19 individuals from two cohorts. **(B)** Histogram of δ methylation on 3,417 DMRs, labeled by control and LBN separately. **(C)** Histogram of δ methylation on 3,417 DMRs, labeled by two cohorts separately. u represents mean value; s.d represent standard deviation.

### Intra-individual changes in methylation can distinguish early-life experience

To probe the impact of the early-life adversity experienced by an individual on DNA methylation patterns of the same individual, we explored intra-individual fold changes in methylation (referred to as “delta methylation,” defined as log_2_(P10/P2) of the methylation level of P2 and P10 from the same individual) rather than the absolute value of methylation levels for each pup by taking advantage of the two samples collected immediately before and after a week of imposed adversity. We clustered and aligned these δ methylation profiles in both early-life experiences. We then examined the intra-individual methylation changes in detail and found that the patterns of changes in methylation within an individual were distinct depending on group assignment (Fig S7). 

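Averaged over the 3354 DMRs, δ methylation of a pup was −0.12 ± 0.14 (SD, n = 19) and lay below 0 in 15 pups. It was −0.13 ± 0.17 in LBNs (n = 9) and −0.11 ± 0.12 in controls (n = 10), a difference of −0.02 (exact permutation p = 0.775). It was −0.02 ± 0.07 in cohort 1 (n = 11) and −0.25 ± 0.11 in cohort 2 (n = 8), a difference of −0.23 (exact permutation p = 7.94e-05). In limma with cohort as a covariate, no DMR differed between LBNs and controls at an adjusted p of 0.05, and 109 of 3354 had an unadjusted p under 0.05. Within cohort 1 alone the count was 0, with 198 at an unadjusted p under 0.05. Within cohort 2 alone it was 11, with 778 of 3384 at an unadjusted p under 0.05. In cohort 2 alone, levels had differed at 479 DMRs at P2, before the experience, and at 0 at P10. Its differences in δ methylation may therefore come from P2 and cannot be credited to the experience. The smallest p was at the exonic DMR of Card10 (chromosome 7, 120011332 to 120011333), where δ methylation was −0.46 ± 0.31 in LBNs and −1.42 ± 0.85 in controls, a difference of 0.99 (standard error 0.24, limma adjusted p = 0.9999). It was followed by a DMR that Tables S1 and S2 do not list, on chromosome 8 from 7192555 to 7192556, with a difference of 0.63. At the exonic DMR of Fzd2 (chromosome 10, 90551877 to 90551939), δ methylation was 0.35 ± 0.80 in LBNs and 1.36 ± 0.54 in controls. Tmprss9 (intergenic, chromosome 7, 11701749 to 11701750) had −0.54 ± 0.45 in LBNs and −1.07 ± 0.42 in controls. Nudt9 was the fifth. In simulated data of the same design, the test found 6.5%, 65% and 98% of 200 changed DMRs among 3354 at differences of 0.5, 1 and 2. The noise was again simulated as independent between DMRs, whereas 1 component held 48.5% of the variance of real δ methylation. The power in the real data may therefore differ. Whether an individual could be assigned from its δ methylation was tried with the nearer mean profile, which placed 12 of 19 pups in their own group (permutation p = 0.29, labels permuted within cohort).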

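PCA of δ methylation of the 19 pups placed 48.5% of the variance on PC1, 9.71% on PC2, 9.19% on PC3 and 4.19% on PC4, with SDs of 1.40, 0.335, 0.760 and 0.229 percentage points when each pup was left out in turn. The scores of LBNs and controls were compared on each of the 18 components that 19 pups allow. PC4 had an exact permutation p of 0.000303, which was 0.00546 after adjustment over the 18 components. The other 17 components had adjusted p values from 0.822 to 0.930.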

PCA on δ methylation changes of individual samples reveals that δ methylation within an individual distinguished the control and LBN groups (Figs 3A and S8). Specifically, the fourth principal component (PC4), accounting for 4.2% of the variances, distinguished most LBNs from controls (Figs 3A and S8). 

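Scores on PC4, oriented with LBNs above 0, were 5.75 ± 6.40 in LBNs (SD, n = 9) and −5.18 ± 4.43 in controls (SD, n = 10), a difference of 10.9. Of the LBNs, 7 of 9 lay above 0 and 5 above every control, and 9 of 10 controls lay below 0. In cohort 1 the means were 6.79 and −6.53 (exact permutation p = 0.00216, the smallest that 5 pups against 6 allow). In cohort 2 they were 4.46 and −3.15 (exact permutation p = 0.0571, where 4 against 4 allow 0.0286). With labels permuted only within cohort, the difference of all pups had an exact permutation p of 0.000155. The weights were computed from the pups they separate, so each pup was also scored on weights from a PCA without it, a step chosen after the data had been seen. These scores were 2.84 ± 3.25 in LBNs (n = 9) and −3.24 ± 2.82 in controls (n = 10), with an exact permutation p of 0.000509. The component of each PCA was the one whose weights best matched PC4 of all pups, so these scores are not independent of the pup left out. The highest scores were those of LBN3 and LBN12 of cohort 1. Without this pair, also chosen after their scores were seen, the best matching component was the fifth, its weights correlated with those of PC4 at 0.546 across DMRs, and its difference was 6.71 (exact permutation p = 0.0440). In a PCA of cohort 2 alone, the best matching component, the fourth, had weights that correlated with those of PC4 at only 0.344, and it did not separate the groups (exact permutation p = 0.457). In cohort 1 alone the match was the second component, at a correlation of 0.676, with an exact permutation p of 0.0173.

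**Figure D2:**
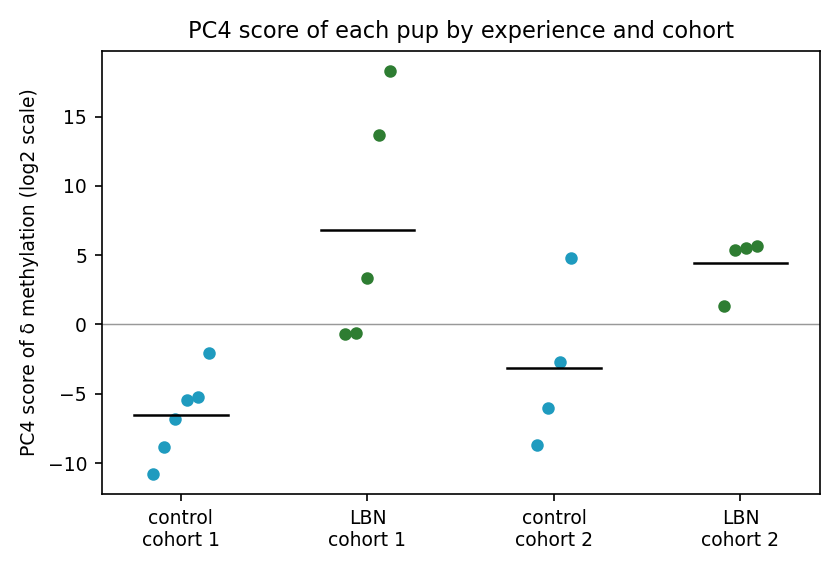
PC4 score of δ methylation (vertical axis, log2 scale) of each pup, by experience and cohort; points are pups and bars are group means. In cohort 1 the means are 6.79 for LBNs and −6.53 for controls, and in cohort 2 they are 4.46 and −3.15.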

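At the cutoff of 0.025 in either direction, PC4 weights of the log ratios without a pseudocount gave 188 DMRs with the most positive and 238 with the most negative weights. Of the DMRs listed by the paper in Table S2, 165 of 193 and 197 of 225 were among them, and 14 and 23 of those missing had a level of 0 in some sample. Across the 381 DMRs present in both, the weights correlated with those of Table S2 at a Pearson r of 0.995. A pseudocount of 1 percentage point gave 190 and 224 DMRs. With the same pseudocount on levels then corrected for cohort and capped at 100, as those in Table S1 are, the cutoff gave 191 and 224 DMRs, all of them in Table S2; this setting was chosen after the tables had been compared. δ methylation in percentage points gave 311 and 167 DMRs, at a cutoff that had been set on weights of log ratios.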

To examine the basis of the separation between LBNs and controls by PC4, we examined the relative contribution of individual DMRs to the overall difference in PC4, and, guided by the slope of the weight distribution, selected a cutoff threshold at ±2.5 × 10^−2^ to identify 193 DMRs with the most positive weights and 225 DMRs with the most negative weights (Fig 3B and C). Importantly, the adverse and control experiences differentially changed levels of methylation in an experience-specific manner. Thus, within the top-predicting DMRs, the prediction of belonging to the LBN group (afforded by the intra-individual methylation changes in 193 most positive weight–associated DMRs) involved relatively more methylation, compared with controls (Fig 3B). In contrast, intra-individual changes in the 225 most negative weight–associated DMRs suggested generally less methylation level in LBNs than the ones in control experience (Fig 3C). These results indicate that intra-individual changes in methylation-level profiles before and after a defined experience provide a novel epigenetic signature that identifies the nature of the experience.

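Over the 179 DMRs of the paper's positive list without a level of 0, δ methylation was −0.23 ± 0.29 in LBNs (SD, n = 9) and −0.68 ± 0.18 in controls (SD, n = 10), a difference of 0.45. It was higher in LBNs at 170 of the 179 DMRs. The exact permutation p was 8.66e-05, but the list had been chosen on the same pups, so it is no independent evidence. Within cohorts, the difference was 0.47 in cohort 1 (exact permutation p = 0.00866) and 0.44 in cohort 2 (exact permutation p = 0.0286). Mean levels fell from 37.3% ± 6.76 at P2 to 33.4% ± 8.21 at P10 in LBNs and from 41.9% ± 4.27 to 27.9% ± 4.69 in controls. On the log2 scale, LBNs differed from controls by −0.19 at P2 (exact permutation p = 0.126) and by 0.26 at P10 (exact permutation p = 0.155), so that 42.5% of the difference in δ methylation came from the P2 samples.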

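Over the 202 DMRs of the paper's negative list without a level of 0, δ methylation was −0.26 ± 0.25 in LBNs (SD, n = 9) and 0.12 ± 0.27 in controls (SD, n = 10), and 199 of the 202 DMRs were lower in LBNs. The difference of −0.38 had an exact permutation p of 0.00707, again on the pups that had served to choose the list. It was −0.56 in cohort 1 (exact permutation p = 0.00649) and −0.11 in cohort 2 (exact permutation p = 0.429). Mean levels were 38.2% ± 2.55 at P2 and 32.8% ± 3.51 at P10 in LBNs, against 37.1% ± 3.74 and 37.7% ± 3.24 in controls. On the log2 scale, the groups differed by 0.08 at P2 (exact permutation p = 0.25) and by −0.29 at P10 (exact permutation p = 0.00191), and 22.0% of the difference in δ methylation came from P2.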

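To separate the choice of DMRs from their test, weights were computed in 1 cohort, and the 193 DMRs with the highest and the 225 with the lowest weights were compared in the other. The component chosen was the one among the first 4 with the largest difference between LBNs and controls in the first cohort, in units of its SD. This was the second in cohort 1, which is also its best match to PC4, and the first in cohort 2, which is not. Lists from cohort 1 gave, in cohort 2, a difference in δ methylation between LBNs and controls of −0.10 for the positive list (exact permutation p = 0.571) and 0.19 for the negative list (exact permutation p = 0.171). Lists from cohort 2 gave, in cohort 1, −0.31 (exact permutation p = 0.452) and 0.45 (exact permutation p = 0.303). All of these differences had the sign opposite to the cohort that had served to choose the DMRs, and none was past 0.05. In simulations with a difference of 0.4 planted in 193 and 225 of 3354 DMRs, 7.5% of such tests passed 0.05 in the planted direction, and with a difference of 0.8, 72.5% did. All 4 differences were opposite in sign in 9% of simulations with nothing planted, in 2% with 0.4 and in 0% with 0.8. From the separation on PC4 and the opposite shifts of its positive and negative DMRs, the paper concludes that changes within an individual provide an epigenetic signature of the experience.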

**Figure S7.**
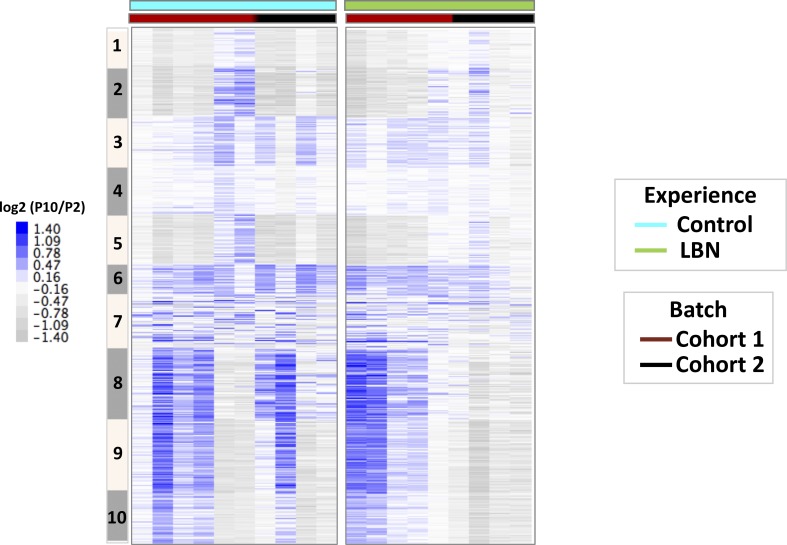
δ Methylation changes in controls and LBNs. Heat map of δ methylation (log2(P10/P2)) profiles on 3,417 DMRs in control and LBN individuals. DMRs are in the same order as in Fig 2A.

**Figure 3.**
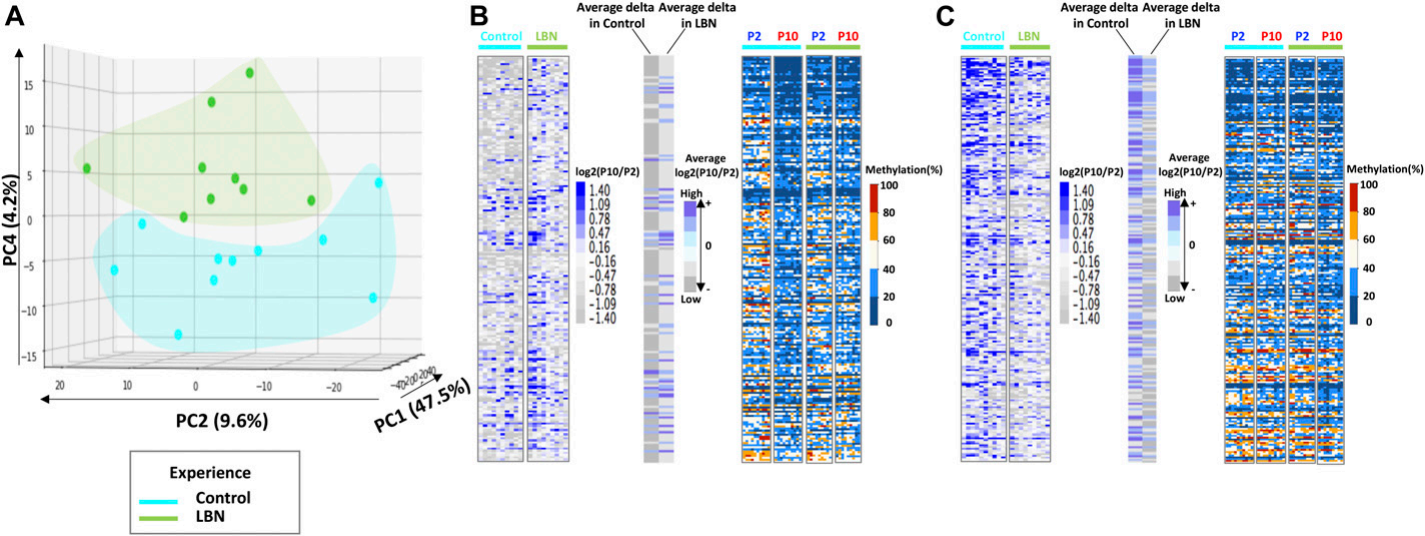
Intra-individual methylation analysis of significant DMRs separates individual rats by experience. **(A)** PCA performed on the difference in methylation levels (δ methylation) between P10 and P2 (log2(P10/P2)) of an individual pup. We focus on the 3,417 identified DMRs and label individuals by experience; cyan: control, green: LBN. PC4 provides the discrimination. **(B)** δ Methylation profile, average δ methylation, and absolute methylation levels (in percent) of 193 DMRs with most positive weights in PC4. DMRs are ranked by weights from high to low. **(C)** δ Methylation profile, average δ methylation, and absolute methylation levels of 225 DMRs with most negative weights in PC4. DMRs are ranked by weights from high to low.

**Figure S8.**
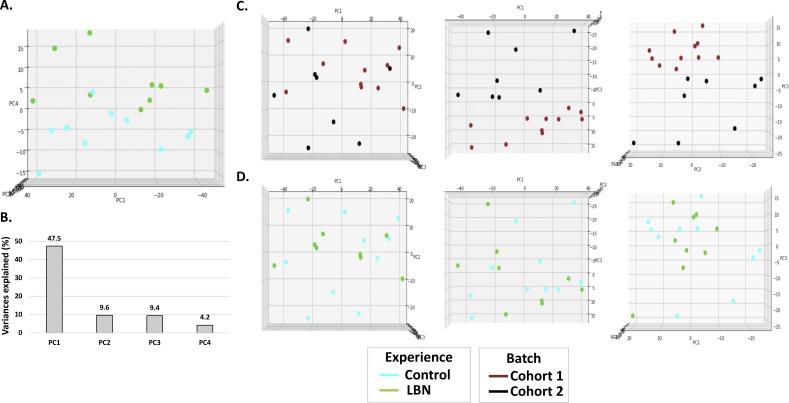
Supplementary information of δ methylation PCA. **(A)** Top view of PCA in Fig 3A. PC4 is the major component that separates control and LBN individuals. **(B)** Variances of first four components in δ methylation PCA analysis. Top view of δ methylation PCA in PC1 versus PC2, PC1 versus PC3, and PC2 versus PC3 dimensions. **(C, D)** Individuals are labeled by (C) cohorts and (D) experiences.

### Downstream significance of differential methylation resulting from age and experience

The paragraphs above demonstrate that profiles of absolute levels of DNA methylation in mixed epithelial/WBC samples from buccal swab can separate pups by age, whereas the nature of methylation changes in the same individual (δ methylation) distinguishes different early-life experiences. Although the relations of levels of methylation and of gene expression are not linear, we sought to examine the genes involved in methylation changes related to age and those related to experience.

Principal component (PC2) distinguished rats by age (Fig 2B). We focused only on analyzing the control group to obviate potential effect of the adversity experience (Fig S3). We found that 249 DMRs contributed to most of the overall differences in PC2, which predicted the age being P10 in controls. Of these, 135 DMRs were less methylated, whereas 114 DMRs were more methylated in P10 (Fig 4A and Table S1). 

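The PCA of the 20 control samples alone placed 23.8% of the variance on PC2, and the PC2 score was 6.74 ± 10.2 at P2 and −6.74 ± 12.2 at P10 (SD, n = 10 pups). The difference within a pup was −13.5 ± 20.5 and was negative in 7 of 10 pups (exact permutation p = 0.0664). PC1 of the controls also differed by age, with a difference of 23.3 ± 21.3 in size, in the same direction in 8 of 10 pups (exact permutation p = 0.0117, 0.0352 adjusted over the first 3 components). PC2 of the controls passed 0.05 on the percentages (exact permutation p = 0.0312) and with each DMR scaled to unit variance (exact permutation p = 0.00977), and its difference was 4.13 without the correction for cohort (exact permutation p = 0.598). Without C1 of cohort 2 it was −17.7 (exact permutation p = 0.0117). At the smallest absolute weights in Table S1, 0.035 and 0.02, 139 DMRs had the most positive and 146 the most negative weights, and 121 and 109 of them are in Table S1. On levels formed as in Table S1, a setting chosen after the tables had been compared, the counts were 136 and 144, of which 134 and 113 are in Table S1. The negative side then held 31 DMRs that Table S1 does not list, and 28 of these were lower at P10 in the controls.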

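Over the 135 DMRs that Table S1 lists with positive weights, the mean level in controls fell from 36.6% ± 8.39 at P2 to 23.4% ± 10.9 at P10 (SD, n = 10), a change of −13.2 ± 12.5 percentage points that was negative in 9 of 10 pups (exact permutation p = 0.0117). The change was negative at 134 of these DMRs. Over the 114 DMRs with negative weights, it rose from 23.4% ± 3.22 to 32.7% ± 6.39, a change of 9.39 ± 8.83 percentage points that was positive in 9 of 10 pups (exact permutation p = 0.00977) and at 113 DMRs. Both lists had been chosen on these samples. In LBNs, which had not served to choose them, the first list changed by −8.70 ± 9.78 percentage points (SD, n = 9; exact permutation p = 0.0469) and the second by 6.92 ± 4.55 (exact permutation p = 0.00391, the smallest that 9 pups allow).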

We performed gene association analysis on these top-predicting DMRs of P10 and found that our 135 most positive weight PC2 DMRs were associated with 105 genes, whereas the 114 most negative weight PC2 DMRs were associated with 91 genes. These age-related genes could be clustered into distinct functional categories (Fig 4B). In general, genes with decreased methylation level, predictive of augmented gene expression, were involved in energy metabolism (Man1c1, B4galt4, Mcart1, Mrc2, Ampd3, and Arhgef17), cytoskeleton and trafficking (Fry, Krt42, RGD130731, Itga6, and Fbxo9), receptors and ion channels (Htr2a, Scarf2, Kcnip1, and Traf3), and cellular responses to growth hormones (Fgfr3, Ltbp1, and Net1). 

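Each gene was followed through its DMR in Table S1, and the change in controls was tested by limma with the pup as a block. All 18 DMRs of these genes had a log-odds change below 0, from −1.73 to −0.06. Of them, 3 passed an adjusted p of 0.05 over all 3417 DMRs. The same number passed when adjusted over the 28 genes named in either direction. This is not independent evidence, because the study chose the genes on these samples. The intronic DMR of Net1 (chromosome 17, 70016933 to 70016934) fell from 64.3% ± 13.7 to 36.5% ± 13.2 (SD, n = 10). It was lower in 10 of 10 controls, with a log-odds change of −1.73 (standard error 0.37, limma adjusted p = 0.00365). At Fbxo9, the intronic DMR (chromosome 8, 85410570 to 85410571) fell from 45.8% ± 5.11 to 25.6% ± 8.09, lower in 10 of 10 controls (limma adjusted p = 0.00507). The intergenic DMR of Traf3 (chromosome 6, 135603480 to 135603489) fell from 21.3% ± 6.75 to 9.61% ± 4.49, lower in 9 of 10 controls (limma adjusted p = 0.00628). In cohort 1 alone, with 6 controls, none of the 3 passed, with limma adjusted p values of 0.079, 0.204 and 0.176. In cohort 2 alone, Net1 did not pass either (limma adjusted p = 0.0553), while the calls of Fbxo9 and Traf3 did not change. Among the others, the Fgfr3 DMR fell from 32.5% ± 13.1 to 20.7% ± 10.8 in 7 of 10 controls (limma adjusted p = 0.143) and the Scarf2 DMR from 16.9% ± 5.67 to 11.9% ± 5.13 in 8 of 10 (limma adjusted p = 0.211). B4galt4 went from 47.6% ± 11.2 to 34.1% ± 14.5 (limma adjusted p = 0.111). Man1c1 had 35.8% ± 12.4 at P2 and 36.4% ± 17.1 at P10, lower in 5 of 10 controls, and its difference in percentage points was 0.642. The percentage of the Htr2a DMR went from 15.7% ± 5.99 to 12.3% ± 5.51 in controls and was lower in 5 of 10; in LBNs, LBN11 of cohort 2 rose by 7.96 percentage points while every other LBN fell. In cohort 1 alone the log-odds changes of Man1c1, Arhgef17, Krt42 and Ltbp1 were above 0, and in cohort 2 alone that of Itga6 was.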

Gene ontology analysis identified gene clusters involved in response to injury, regulation of growth, and ion transport (Fig S3). By contrast, genes with increased methylation (i.e., expected to be less expressed with increasing age) were enriched in transcription (Otx1, Pax9, Dlx4, Irx4, Satb2, and Nr2f2) and kinases (Srcin1, Map3k6, Atp8b4, and Jak3) (Fig 4B). These findings suggest that age-related methylation changes are strongly involved in developmental processes in the neonatal organism.

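Of the 10 DMRs of these genes in Table S1, 9 had a log-odds change above 0 in controls, and 2 had an unadjusted p under 0.05. None passed an adjusted p of 0.05 in limma over all DMRs or over the named genes, which the study chose on these samples. The intronic DMR of Nr2f2 (chromosome 1, 131452600 to 131452610) rose from 21.9% ± 5.87 to 30.6% ± 6.76 (SD, n = 10). It was higher in 8 of 10 controls, with a log-odds change of 0.66 (standard error 0.31, limma adjusted p = 0.115). Its change was 31.9 percentage points in C9 of cohort 1 and at most 14.9 in the other controls. The exonic DMR of Jak3 (chromosome 16, 20116384 to 20116399) rose from 46.3% ± 7.90 to 57.6% ± 18.5, higher in 8 of 10 controls (limma adjusted p = 0.196), and from 41.0% ± 10.7 to 53.8% ± 14.4 in LBNs (SD, n = 9), higher in 8 of 9. Irx4 rose from 17.6% ± 10.6 to 22.6% ± 9.42, higher in 6 of 10 controls. Srcin1 had 35.8% ± 14.3 at P2 and 34.8% ± 10.1 at P10, a log-odds change of −0.02. In LBNs it fell by 28.0 percentage points in LBN2 of cohort 1, against −4.21 or more in the others. The changes of Otx1, Pax9, Dlx4 and Irx4 were below 0 in cohort 2 alone.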

Table S1 Annotation of age-related DMRs associated with most positive and negative weights of PC2 in Fig S3A. Methylation levels are listed for each DMRs across all individuals.

**Figure 4.**
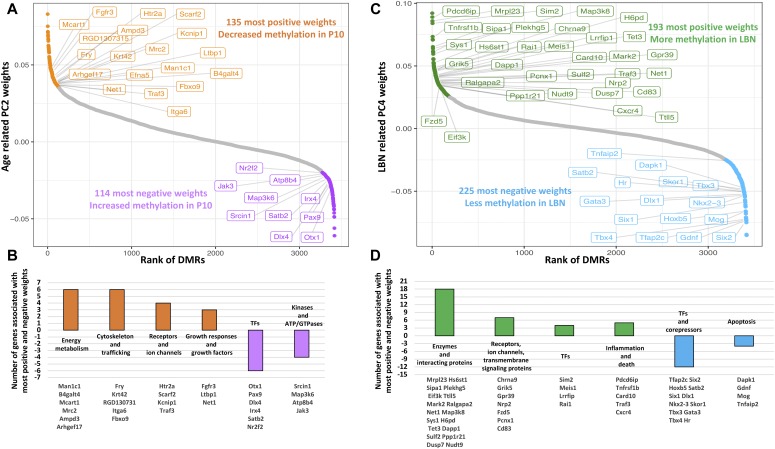
Expected consequences of age- and experience-related DMRs. **(A)** Analysis of the PC2 weights that separate the P2 and P10 samples by age. **(B)** Most positive (orange) and negative (purple) weights are enriched in genes associated with functional categories listed in (B). **(C)** Analysis of PC4 weights that separate individual rats that had experienced early-life adversity (LBN) or typical rearing conditions (controls). **(D)** Most positive (dark green) and negative (sky blue) weights are enriched in genes associated with functional categories listed in (D).

To characterize the genes influenced by the adverse LBN experience, we performed gene association analysis on the top-predicting PC4 DMRs of LBN (Fig 3) and found that the 193 most positive weight PC4 DMRs were associated with 135 genes, whereas the 225 most negative weight PC4 DMRs were associated with 165 genes (Fig 4C and Table S2). 

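The change with age of these DMRs was also tested in controls. Of the 193 DMRs in Table S2 with the most positive weights, 111 (57.5%) changed between P2 and P10 in controls at an adjusted p of 0.05 in limma with the pup as a block. Of the 225 with the most negative weights, 50 (22.2%) did, and of the other 2999 DMRs, 782 (26.1%). The study chose both lists on these same controls by weights that separate them from LBNs, which favours DMRs with a fall in controls on the positive list, so the shares of the lists are partly set by the choice and cannot be weighed against that of the other DMRs. Both Table S1 and Table S2 list 73 of the DMRs. None of the DMRs in Table S2 passed an adjusted p of 0.05 for a difference in δ methylation between LBNs and controls, and 50 of 179 on the positive and 27 of 202 on the negative list had an unadjusted p under 0.05.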

The 193 most positive weight DMRs had generally more methylation compared with controls, which suggests reduced gene expression (relative repression) after the LBN experience. 

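Differences in δ methylation between LBNs and controls were taken at the DMR with the largest weight of each gene in Table S2, by limma with cohort as a covariate, and every gene tested had an adjusted p of 0.9999 over the 3354 DMRs. At the intronic DMR of Plekhg5 (chromosome 5, 169273774 to 169273775), δ methylation was −0.38 ± 0.63 in LBNs (SD, n = 9) and −1.32 ± 0.75 in controls (SD, n = 10), a difference of 0.93 (standard error 0.30). The intergenic DMR of Sys1 (chromosome 3, 160900718 to 160900754) had −1.05 ± 0.71 in LBNs and −1.97 ± 0.93 in controls. For Map3k8, the intronic DMR (chromosome 17, 56124890 to 56124895) had −0.46 ± 0.95 and −1.15 ± 0.47. Hs6st1, through its intronic DMR (chromosome 9, 42625161 to 42625162), had −0.36 ± 0.62 and −1.19 ± 1.47, where C5 of cohort 2 stood at −4.74 and the other controls at −2.44 or above. The Mrpl23 DMR (intergenic, chromosome 1, 215688064 to 215688065) holds a level of 0 and has no log ratio in every pup; it fell from 22.8% ± 8.66 to 17.2% ± 10.9 in LBNs and from 27.7% ± 9.07 to 11.1% ± 6.59 in controls.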

The corresponding 135 genes coded for critical cellular enzymes and interacting proteins essential for normal metabolism and growth such as cellular cytoskeleton and trafficking (Sys1, Map3k8, and Plekhg5) and cellular metabolism (Mrpl23 and Hs6st1). 

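The DMRs of Sipa1, Eif3k, Ttll5, Mark2, Ralgapa2, Net1, H6pd, Tet3, Dapp1, Sulf2, Ppp1r21, Dusp7 and Nudt9 all had a higher mean δ methylation in LBNs than in controls. The difference of Sipa1 was 1.62 (standard error 0.59), with −0.33 ± 1.13 in LBNs (SD, n = 9) and −1.91 ± 1.64 in controls (SD, n = 10). The intronic DMR of Nudt9 (chromosome 14, 7046697 to 7046700) had −0.05 ± 0.33 in LBNs and −0.70 ± 0.59 in controls; its level went from 63.8% ± 19.5 to 61.7% ± 20.7 in LBNs and from 73.6% ± 10.7 to 49.1% ± 19.7 in controls. At the Dapp1 DMR (intergenic, chromosome 2, 243244834 to 243244835), LBNs had −0.12 ± 0.47 and controls −0.65 ± 0.50. Net1 had −0.35 ± 0.51 and −0.88 ± 0.68, a difference of 0.55. Sulf2 had −0.53 ± 0.56 and −1.37 ± 1.05, where C1 of cohort 2 stood at −3.97 and the other controls at −2.10 or above. For Eif3k, LBNs had −0.42 ± 0.66 and controls −0.85 ± 0.80, where LBN12 of cohort 1 stood at 1.16 and the other LBNs at −0.26 or below. Ttll5 and Ppp1r21 changed sign in cohort 1 alone, with a difference of −0.25 for Ttll5 and −0.0882 for Ppp1r21.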

Other genes within this group include Sipa1, Eif3k, Ttll5, Mark2, Ralgapa2, Net1, H6pd, Tet3, Dapp1, Sulf2, Ppp1r21, Dusp7, and Nudt9. In addition, these PC4 positive weight–associated genes coded for receptors/ion channels and transmembrane-signaling proteins (Chrna9, Grik5, Gpr39, Nrp2, Fzd5, Pcnx1, and Cd83), response to inflammation (Pdcd6ip, Tnfrsf1b, Card10, Traf3, and Cxcr4), and transcription factors responding to growth factors (Sim2, Meis1, Lrrfip, and Rai1) (Fig 4D). 

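Of the 34 genes the paper names on the positive side, 32 could be tested and all had a difference above 0, from 0.16 to 1.62, with 16 at an unadjusted p under 0.05. No gene passed an adjusted p of 0.05 in limma over all DMRs. Adjusted over the 50 genes named on both sides, an untested one counted as a p of 1, 3 did: Card10 with 0.0298, and Tnfrsf1b and Nudt9 with 0.0499. Adjusted over the 32 tested here, a choice made after the data had been seen, Plekhg5 passed too, making 4; the study chose the genes on these samples, so neither count is independent evidence. The intronic DMR of Tnfrsf1b (chromosome 5, 163140329 to 163140330) had a δ methylation of −0.40 ± 0.94 in LBNs (SD, n = 9) and −1.79 ± 0.93 in controls (SD, n = 10), a difference of 1.40 (standard error 0.41). The level of the Card10 DMR fell from 43.7% ± 19.8 to 33.6% ± 19.2 in LBNs and from 60.9% ± 9.94 to 26.6% ± 15.5 in controls. At the promoter DMR of Gpr39 (chromosome 13, 42008457 to 42008458), LBNs had −0.13 ± 0.51 and controls −0.80 ± 0.62. Grik5 had −0.05 ± 0.78 and −0.76 ± 0.49, and Cd83 had −0.13 ± 0.59 and −0.86 ± 0.75. For Pdcd6ip, δ methylation was −0.73 ± 1.24 in LBNs and −1.77 ± 0.55 in controls. Traf3 had −0.08 ± 1.37 and −1.28 ± 0.93, where LBN11 of cohort 2 stood at 3.17 and the other LBNs at 0.59 or below. Sim2 had −0.36 ± 1.59 and −1.16 ± 2.25 at mean levels under 8%, where LBN2 of cohort 1 stood at −3.94 and the other LBNs at −0.86 or above. Rai1 had −0.36 ± 0.85 and −1.11 ± 0.77. The Meis1 DMR holds a level of 0; it fell from 11.5% ± 6.27 to 5.71% ± 2.86 in LBNs and from 15.5% ± 7.53 to 6.04% ± 4.43 in controls. The difference was −0.52 for Nrp2 and −0.19 for Fzd5 in cohort 1 alone.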

The combined expected repression of these genes would lead to disruption of typical growth, metabolism, and maturation processes that are fundamental to the developing organism. In contrast, the 165 genes with the most negative PC4 weight DMRs were generally less methylated in the adversity-experiencing rats (i.e., predicted to be expressed at relatively higher levels) and were strongly enriched in homeobox genes involved in very early cell specification (Six2, Hoxb5, Satb2, Six1, Dlx1, and Nkx2-3), as well as other transcription factors and corepressors (Tfap2c, Skor1, Tbx3, Gata3, Tbx4, and Hr). In addition, the group included genes involved in apoptosis and inflammation, including Dapk1, Gdnf, Mog, and Tnfaip2 (Fig 4D). 

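Of the 12 DMRs of these genes, 5 hold a level of 0 in some sample and have no log ratio in every pup; the other 7 had a lower δ methylation in LBNs, with limma adjusted p values of 0.9999. Hr, through its intronic DMR (chromosome 15, 52243777 to 52243778), had a δ methylation of −0.17 ± 0.53 in LBNs (SD, n = 9) and 0.51 ± 0.79 in controls (SD, n = 10), a difference of −0.66 (standard error 0.29), where C4 of cohort 1 stood at 2.41 and the other controls at 1.12 or below. Dlx1 had 0.48 ± 1.00 and 1.05 ± 1.24, where C6 of cohort 1 stood at 3.89 and the other controls at 1.86 or below. Nkx2-3 had −0.52 ± 0.73 and 0.03 ± 1.09, and Gata3 had 0.32 ± 0.99 and 0.91 ± 1.87 at mean levels under 9%. In cohort 2 alone, the difference was 0.38 for Dlx1, 0.21 for Nkx2-3, 0.98 for Skor1 and 1.12 for Tbx3. Of the DMRs with a level of 0, Tfap2c rose from 7.90% ± 4.46 to 16.4% ± 9.85 in LBNs and from 8.04% ± 5.64 to 22.1% ± 11.4 in controls. Hoxb5 rose from 7.43% ± 6.08 to 15.6% ± 7.40 and from 7.06% ± 4.47 to 15.9% ± 4.02. Six2 rose from 4.02% ± 3.19 to 5.16% ± 2.95 and from 2.66% ± 3.09 to 6.25% ± 2.56. Tbx4 rose from 19.3% ± 7.11 to 24.9% ± 11.4 and from 21.6% ± 13.4 to 24.5% ± 7.51.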

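Dapk1, through its intronic DMR (chromosome 17, 4384985 to 4384986), had a δ methylation of −0.26 ± 1.34 in LBNs (SD, n = 9) and 0.52 ± 0.78 in controls (SD, n = 10), a difference of −0.71 (standard error 0.34). The exonic DMR of Gdnf (chromosome 2, 56892567 to 56892568) rose in both groups, from 10.6% ± 3.79 to 22.2% ± 8.28 in LBNs and from 12.0% ± 5.62 to 37.1% ± 10.4 in controls, with a δ methylation of 1.04 ± 0.62 and 1.72 ± 0.89. At the intronic DMR of Tnfaip2 (chromosome 6, 135892327 to 135892328), LBNs had 0.22 ± 0.65 and controls 0.68 ± 0.51. The Mog DMR, which holds a level of 0, rose from 21.1% ± 9.90 to 33.7% ± 8.54 in LBNs and from 13.8% ± 7.25 to 32.4% ± 9.32 in controls. Of the 16 genes named on the negative side, 10 could be tested, and their differences were all below 0, with 3 at an unadjusted p under 0.05 and none past an adjusted p of 0.05, over all DMRs or over the named genes; the study chose these genes on these samples.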

Increased expression of these genes would indicate a reversion to earlier, more primitive, cell state and evidence of inflammation and reprogramming, perhaps to avoid death.

Table S2 Annotation of experience-related DMRs associated with most positive and negative weights of PC4 in Fig 3A. δ Methylation changes are listed for each DMR across all individuals.

## Discussion

We find here that comparing cohort-wide DNA samples obtained at different developmental ages reveals the signature of age and development on the peripheral methylome, as widely reported. However, these inter-individual analyses do not distinguish the divergent impacts of diverse experiences that take place during the intervening developmental epoch. By contrast, paired samples from the same individual before and after an adverse or typical developmental experience enable clear distinction of each of these experiences: we identify epigenetic “scars” and “kisses” that, at least in the rodent, precede and predict later-life emotional functions.

Although it is known that early-life experiences drive gene expression changes and thus further influence the maturation of brain and other organs in mammalian individuals, our knowledge about specific epigenetic regulations involved into these processes are limited. Among epigenetic regulations, DNA methylation is known to correlate with gene expression changes. However, it is not known if DNA methylation changes might provide a useful “epigenetic signature” of early-life experiences in an individual child. Therefore, this study addresses two critical questions to understand the nature of DNA methylation changes in early-life experiences: (1) Does a short period of early postnatal life change methylation patterns in individuals? (2) Can methylation changes be used to distinguish individuals who had experienced early-life adversity? Consistent with previous studies, we find that simple comparison of methylation levels across a cohort cannot distinguish rats with different early-life experiences, although the signature of growth/age is apparent. We further develop a novel approach and demonstrate for the first time that intra-individual changes in methylation patterns can robustly distinguish individuals with adverse experiences from those reared in typical conditions, thus potentially serving as a predictive signature in individuals.

Although cognizant of the complex relation of DNA methylation levels and gene expression, we speculate here on the downstream consequences of the potential expression changes of gene families and individual genes that differentiate adverse and typical development. Among the genes differentially methylated in the groups of rats studied here, many overlapped in the LBN and control groups, suggesting that they are modified primarily by age rather than experience. Importantly, our PCA analyses of intra-individual methylation changes identified the PC4 genes that were differentially methylated in the P10 LBN rats compared with the same rats on P2, but that were not affected in P10 versus P2 controls. These genes might then provide information about the processes associated with the early-life adversity experience that might carry long-term consequences.

Indeed, analyses of the top contributing genes to the distinction of having survived adversity in P10 rats was revealing: in LBN rats, there was a striking enrichment of increased methylation (indicative of reduced expression) in genes carrying out typical processes of metabolism, trafficking, and growth. In contrast, there was an expected overexpression (reduced methylation) of gene families associated with inflammation, death, and reversion to more primitive developmental states. These seem to be orchestrated by differentially methylated transcription factors. How the adversity experience provokes these changes is unclear and may involve molecular signals, including hormones and nutrients that modulate the complex enzymatic processes that govern DNA methylation status (27, 28, 29).

In summary, we show here the influence of a short epoch of adversity during a developmental sensitive period on intra-individual rodent methylome. In future studies, it would be exciting if this DNA methylation signature of early-life adversity is applied in human neonates and infants.

## Materials and Methods

### Animals

Subjects were born to primiparous Sprague Dawley rat dams (around P75) that were maintained in the quiet animal facility room on a 12-h light/dark cycle with ad libitum access to laboratory chow and water. Parturition was checked daily, and the day of birth was considered postnatal day 0 (P0). Litter size was adjusted 12 per dam on P1, if needed. On P2, pups from several litters were gathered, and 12 pups (6 males and 6 females) were assigned randomly to each dam to obviate the potential confounding effects of genetic variables and litter size. Each pup was identified by a rapid (<2 min) foot pad tattooing using animal tattoo ink (Ketchum).

### Early-life adversity paradigm

The experimental paradigm involved rearing pups and dams in “impoverished” cages for a week (P2–P9) as described elsewhere (30, 31, 32). Briefly, routine rat cages were fitted with a plastic-coated aluminum mesh platform sitting ∼2.5 cm above the cage floor (allowing collection of droppings). Bedding was reduced to only cover cage floor sparsely, and one-half of a single paper towel was provided for nesting material, creating a LBN cage. Control dams and their litters resided in standard bedded cages, containing 0.33 cubic feet of cob bedding, which was also used for nest building. For each experiment, pups form several litters were mixed and then assigned randomly to a control or an LBN dam. This procedure minimizes the potential effects of pup genetic background on outcomes. Control and experimental cages were undisturbed during P2–P9 and housed in a quiet room with constant temperature and a strong laminar airflow, preventing ammonia accumulation. For technical reasons, the study was conducted in two “batches” (cohorts). These cohorts differed solely in the dates at which they were conducted.

### Collection of buccal swab from each pup

The first buccal swab was collected from both cheeks of each pup before randomization on P2, using a HydraFlock swab (Puritan diagnostics, LLC). After an hour’s rest with their mother, a second buccal swab was collected, enabling sufficient DNA from each pup. Pups were then randomized to controls or LBN cages. During P3–P9, behaviors of dams in both control and adversity/LBN cages was observed daily, to ascertain the generation of fragmented unpredictable caring patterns by the adverse environment (33, 34). On P10, buccal swabs were collected as described for P2, and then all litters were transferred to normal bedded cages.

### Isolation and quantification of DNA for making RRBS libraries from rat buccal swab

The buccal swab was placed into DNA shields (Zymo Research) immediately after swabbing. DNA was prepared from the DNA shields solution using the Quick-gDNA MiniPrep kit (Zymo Research) following the manufacturer’s protocol. The quantity of double-stranded DNA was analyzed using Qubit, and RRBS libraries were prepared from 40 ng of genomic DNA digested with Msp I and then extracted with DNA Clean & Concentrator-5 kit (Zymo Research). Fragments were ligated to pre-annealed adapters containing 5′-methyl-cytosine instead of cytosine according to Illumina’s specified guidelines (www.illumina.com). Adaptor-ligated fragments were then bisulfite-treated using the EZ DNA Methylation-Lightning kit (Zymo Research). Preparative-scale PCR was performed, and the resulting products were purified with DNA Clean & Concentrator for sequencing. Amplified RRBS libraries were quantified and qualified by Qubit, Bioanalyzer (Agilent), and Kapa Library Quant (Kapa systems) and then sequenced on the Illumina NextSeq 500 platform.

### RRBS data processing and detection of DMRs

Adaptor and low-quality reads were trimmed and filtered using Trim Galore! 0.4.3 (35) with the parameter “--fastqc --stringency 5 --rrbs --length 30 --non_directional.” Reads were aligned to the rat genome (RGSC 6.0/rn6) by using Bismark 0.16.3 (36) with “--non_directional” mode. CpG sites were called by “bismark_methylation_extractor” function from Bismark. Single CpG sites with more than 10-reads coverage were kept for DMR calling. Differential methylation sites (DMSs) were first called using Methy kit (R 3.3.2) (37) between P2 and P10 from the same individual with a false discovery rate lower than 0.05. DMSs were shared in at least two individuals in either control or LBN groups, and DMSs falling within 100 base pairs were then merged into DMRs.

### Calculation of DNA methylation level/percentage and δ methylation

The methylation percentage/level was calculated as the ratio of the methylated read counts over the sum of both methylated and unmethylated read counts for a single CpG site or across CpGs for a region. The δ methylation was calculated using the log2 transformation of the ratio of methylation level in the P10 sample and the methylation level in the P2 sample, defined as log_2_(P10/P2). Increased methylation in P10 is shown as a positive value, whereas decreased methylation in P10 is shown as a negative value.

### PCA and k-means clustering

Before PCA analysis, DNA methylation level of DMRs is batch-corrected by using *removeBatchEffect* function from *limma* (R package) with setting cohorts as batches. PCA analysis was performed on these batch-corrected DMRs by using *IncrementalPCA* function from scikit-learn (38) using python 2 for both Figs 2 and 3. The value of k was set to 10 for the k-means clustering based on a preliminary hierarchical clustering analysis. A DNA methylation heat map was generated with heat map.2 function in R 3.5.0 and a δ methylation heat map was generated using Java TreeView (39).

### Gene analysis

Genes associated with DMRs were identified using Homer 4.7 (40). For subsequent analyses, genes were kept if (1) CpGs were located within 20 kb of TSS in intergenic, promoter-TSS, and TTS positions; (2) CpGs were located within gene exons or introns. Gene ontology analysis was performed using Metascape (41) using the hypergeometric test with corrected *P*-value lower than 0.05.

### Data access

Reads and processed data from RRBS assays have been submitted to the Gene Expression Omnibus data repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE119640.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

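Buccal swabs of 19 rat pups, 10 controls and 9 LBNs in 2 cohorts, were taken on P2 and P10 and measured by RRBS. The authors aligned the reads to rn6, kept CpGs with more than 10 reads, called CpGs that differed between P2 and P10 of a pup at a false discovery rate of 0.05, and merged those within 100 base pairs into DMRs. The deposited values are methylation percentages of 3417 DMRs in 38 samples, from 0 to 100, before correction for cohort. The number of reads behind a percentage is not given, so the depth is unknown, no interval for a single value was computed, and another coverage minimum could not be tried. The P2 and P10 samples were paired by the pup's name in the labels. Numbers shared by a control and an LBN pup of a cohort were treated as names only: over 5 such pairs, δ methylation correlated across DMRs at a mean r of −0.0235, against 0.00262 over 41 other pairs.

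PCA of levels used log2 of the percentages after removeBatchEffect of limma with cohort as batch, and PCA of δ methylation used log2(P10/P2) of the deposited percentages, both with IncrementalPCA of scikit-learn on centred, unscaled values. The 63 DMRs with a level of 0 were left out of both. This setting, without a pseudocount, was chosen before the data were examined. Afterwards, the levels in Table S1 were found to be matched by log2 of the percentage plus 1, corrected for cohort and capped at 100; this was added as an alternative, and the chosen setting was kept. k-means clustering used the cohort-corrected percentages with k set to 10 and 25 starts, and cluster means were taken from the deposited percentages.

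Tests DMR by DMR were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), on log2((percent + 1)/(100 − percent + 1)) for levels and on log2(P10/P2) for δ methylation, with Benjamini-Hochberg adjustment at 0.05. Scores and means were compared with two-sided exact permutation tests, or with 100000 sign flips where more than 10 pairs were compared. The sex, dam and cage of each pup are not given with the samples and were not modelled. The tests treat pups as independent, and pups of a group that shared a dam would make the p values too small. The correlation between cohorts was tested over all 32340 arrangements of labels within cohort in place of 100000 drawn ones. The nearest mean profile was tested with 99 permutations and the real labels. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The limma tests, the lists tested in the other cohort and the correlation between cohorts were tested on simulated data with planted differences.

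DMRs to name were chosen before the data were examined: every gene the results text names, through its DMR with the largest absolute weight in Table S1 or S2; the 5 DMRs with the largest age effect among those past the adjusted p and changed in the same direction in 19 pups; and the 5 DMRs with the smallest p for LBNs against controls in δ methylation. RGD1307315 and Lrrfip1 are the spellings in the tables. Other DMRs were given by position, since gene names were taken from Tables S1 and S2. Alternatives were other scales, pseudocounts, scaling, filters on low levels, chromosome X left out, no correction for cohort, other variance models and blocks, each cohort alone, and each pup left out in turn. Gene ontology enrichment was not analysed here.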

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

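The tests of cohorts DMR by DMR and the exchange of C9's samples were chosen only after results had been seen. Of 156 groups of pups examined at the named DMRs, 10 held a pup far from the others by Dixon's criterion, where chance gives about 7.8, so the 10 are no more than a slight excess.

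Among controls, the Nr2f2 DMR changed by 31.9 percentage points in C9 of cohort 1, against −3.91 to 14.9 in the others. An exchange of the P2 and P10 swabs of C9 was examined: its P10 minus P2 score on PC2 computed without it was −20.4, below 0 like 17 of 18 other pups, which argues against an exchange. δ methylation of the Hs6st1 DMR was −4.74 in C5 of cohort 2, against −2.44 to 0.09 in the others. The Sulf2 DMR stood at −3.97 in C1 of cohort 2, against −2.10 to −0.39. For Dlx1, C6 of cohort 1 had 3.89, against −0.29 to 1.86, and for Hr, C4 of cohort 1 had 2.41, against −0.32 to 1.12.

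Among LBNs, the Htr2a DMR changed by 7.96 percentage points in LBN11 of cohort 2, against −13.5 to −2.93 in the others, and the Srcin1 DMR by −28.0 in LBN2 of cohort 1, against −4.21 to 20.1. δ methylation of the Eif3k DMR was 1.16 in LBN12 of cohort 1, against −1.23 to −0.26. The Traf3 DMR stood at 3.17 in LBN11 of cohort 2, against −1.47 to 0.59, and the Sim2 DMR at −3.94 in LBN2 of cohort 1, against −0.86 to 1.43. For these single values, few reads at a DMR are a technical explanation that percentages without read numbers leave open, and no biological explanation was tested.

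Mean δ methylation was lower in cohort 2 than in cohort 1 by a difference of −0.23 (exact permutation p = 7.94e-05), and 208 DMRs differed between cohorts at a limma adjusted p of 0.05, 7 higher and 201 lower in cohort 2. A loss of the same proportion at every DMR was tested over the 10 k-means clusters, and 1 of them lay beyond 2 standard errors of the common difference, so the test leaves this open. The cohorts were run on different dates and with different pups, so date, handling and litter cannot be told apart, and a biological difference between the pups stays open as untested.

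The LBN-control difference in δ methylation itself differed between cohorts at 1 DMR (limma adjusted p = 0.0322), with 840 of 3354 at an unadjusted p under 0.05. It is an intergenic DMR of Pik3cd on chromosome 5 from 166629752 to 166629792, named after its values were seen, where LBNs had 1.36 ± 0.41 and controls −0.03 ± 0.83 in cohort 1, and LBNs −0.44 ± 0.23 and controls 1.61 ± 0.80 in cohort 2. Cohort dates, handling and reads per DMR were not tested for it.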

How the results depend on the processing

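LBN3 and LBN12 left out together, levels formed as in Table S1, projected scores and the list adjustments over tested genes only were chosen after the data had been seen; the other alternatives were set before. Over the results other than single genes, 537 comparisons with an alternative kept their direction and side of the threshold or stayed within their spread, 1 was weaker, 6 were stronger, 14 were reversed and 103 moved. In the PCA of levels of both groups, PC2 was lower at P10 in every pup used under each alternative other than pups left out in turn, where it was lower in 17 of 18 pups without C6 or C9 of cohort 1, in 16 of 18 without LBN4 of cohort 2 and in 18 of 18 otherwise, and the difference on PC4 kept its direction and a p under 0.05 under each alternative except cohort 2 alone. Where fewer pups were used, that itself lowers the power; otherwise the cause was not tested.

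On percentages, PC1, PC2 and PC3 of levels held 40.5%, 19.8% and 6.79% of the variance, the PC2 difference of controls was −418, the lists of controls held 87 and 247 DMRs, PC1, PC2 and PC3 of δ methylation held 50.6%, 11.1% and 8.32%, and 311 DMRs had PC4 weights of at least 0.025. The difference of LBNs from controls in mean δ methylation was then 0.852 percentage points, that of Man1c1 with age 0.642 and that of Skor1 with experience 0.410, all reversed. With scaled DMRs, the values were 34.5%, 19.4% and 7.92% for levels, −38.4 for PC2 of controls, 0 and 389 for its lists, and 42.4%, 12.4% and 4.84% for PC1, PC2 and PC4 of δ methylation. Without the correction for cohort, PC1 and PC3 held 42.8% and 6.23%, the P10 differences on PC2 and PC3 were −1.03 and −2.58, and PC2 of controls changed by 4.13. PC1 held 35.9% with a pseudocount of 1 and 36.0% with levels as in Table S1. With mean levels of at least 10%, the P10 difference on PC3 was −0.0157.

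In cohort 1 alone, PC1 and PC2 held 51.3% and 13.7%, the P10 differences were 21.0 on PC1 (exact permutation p = 0.0260) and 9.97 on PC2 (exact permutation p = 0.0152), and PC2 of controls changed by −18.7. δ methylation had 58.5%, 8.69%, 7.14% and 4.88% on its first 4 components. DMRs changed with age numbered 880, with 24 in controls and 563 in LBNs, and 409 differed at P10. Age effects of Man1c1, Arhgef17, Krt42, Ltbp1 and Srcin1 were 0.43, 0.0781, 0.0556, 0.14 and 0.22, and experience differences of Ttll5, Ppp1r21, Nrp2 and Fzd5 were −0.25, −0.0882, −0.52 and −0.19.

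In cohort 2 alone, PC2 and PC3 held 25.1% and 8.95%, and the P10 differences on PC1 and PC3 were −8.06 and −5.58. δ methylation had 47.1%, 19.6%, 8.18% and 7.71%, and the difference on the component matching PC4 was 5.68 (exact permutation p = 0.457). DMRs changed with age numbered 943, with 568 in LBNs, 11 differed in δ methylation, and 479 differed at P2. Age effects of Itga6, Otx1, Pax9, Dlx4 and Irx4 were 0.19, −0.21, −0.84, −0.33 and −0.62, and experience differences of Dlx1, Nkx2-3, Skor1 and Tbx3 were 0.38, 0.21, 0.98 and 1.12.

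With cohort removed from δ methylation, PC1, PC2 and PC3 held 50.5%, 10.7% and 4.92%. Without LBN3 and LBN12, PC2 and PC4 of δ methylation held 10.5% and 3.8%. The median over DMRs gave 0.0231 for the difference of LBNs from controls in mean δ methylation. Adjusted over the tested genes of one side, 4 genes named on the positive side of experience passed in place of 3. With k set to 8, 2 clusters passed the adjusted p. Without the pup as a block, 394 DMRs changed with age in LBNs. With the pup's number as a block, the differences of Eif3k, Mark2 and Tet3 were −0.0036, −0.055 and −0.109.

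With each pup left out in turn, PC1, PC2 and PC3 of levels held 35.4% to 39.1%, 19.5% to 22.8% and 4.51% to 5.78%, and the P10 difference on PC3 lay between −1.76 and 5.19. PC2 of controls changed by −17.7 without C1 of cohort 2 (exact permutation p = 0.0117) to −8.96 without C6 of cohort 1. The first 4 components of δ methylation held 45.4% to 50.6%, 9.58% to 10.7%, 7.16% to 10.3% and 3.56% to 4.63%. DMRs changed with age in LBNs numbered 16 without LBN2 of cohort 2 to 198 without LBN4 of cohort 2. The age effects of Man1c1 (−0.30 to 0.26), Arhgef17 (−0.45 to 0.11), Itga6 (−0.47 to 0.14), Ltbp1 (−0.37 to 0.10), Otx1 (−0.051 to 0.43), Pax9 (−0.28 to 0.29) and Srcin1 (−0.25 to 0.20) changed sign, as did the experience difference of Skor1 (−0.43 to 0.02).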

Differences from the paper's values

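In the setting chosen before the data were examined, none of the paper's numerical values that were compared differed from those computed here by more than 1.5 times, or for mean δ methylation in sign or by more than the SD over pups. Within that limit, PC2 of controls held 146 DMRs on its negative side against the paper's 114. Of the 146, 114 changed in the direction the paper gives for that side, though not all of these are in Table S1. With levels formed as in Table S1, 135 on the positive and 114 on the negative side did, the paper's counts. The paper states no such filter. Alternatives set beforehand passed the limit: among others, percentages gave 247 DMRs for the same list and 311 against the paper's 193 on the positive side of PC4, scaled DMRs gave 389 on both sides of PC2 of controls against the paper's 249, and in cohort 1 alone PC2 of levels held 13.7% against the paper's 20.7%. The cutoffs on weights were those of unscaled log2 values. With scaled DMRs, 0 reached the positive cutoff of 0.035 and all 389 lay on the negative side. Counts on percentages or scaled DMRs at these cutoffs are therefore not a like comparison with the paper's.

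The paper states that PC2 separates P2 and P10 in the PCA of controls alone. Here the difference was negative in 7 of 10 pups, with an exact permutation p of 0.0664. The settings that pass 0.05 were percentages (exact permutation p = 0.0312), DMRs scaled to unit variance (exact permutation p = 0.00977), cohort 1 alone (exact permutation p = 0.0312) and C1 of cohort 2 left out (exact permutation p = 0.0117). At the smallest weights in Table S1, the negative side of PC2 held 37 DMRs that the table does not list, and 30 of these were lower at P10, against the direction the paper gives for that side.

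The paper states that the PC4 genes were not affected by age in controls. Here 111 of the 193 DMRs on the positive list and 50 of the 225 on the negative list changed between P2 and P10 in controls at a limma adjusted p of 0.05. The lists were chosen on these controls, among other pups, by weights that separate the groups, so these counts are partly set by the choice. Over both lists, the DMRs that did not pass are the majority, but not passing does not show that a DMR was unaffected. An unadjusted limma p under 0.05 was found at 138 of the 193 and at 84 of the 225.

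Among the genes the paper names as more methylated with age in controls, 9 of 10 had a positive effect and Srcin1 had −0.02.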

Other observations

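The counts over other splits for all pups, the noise of log ratios, the difference between cohorts, the share from P2, the exchange of C9, the components matched to PC1, the scores without LBN3 and LBN12 and the scores on weights from the other pups were tests chosen only after the result was seen. In 4 tests, the reading was made more cautious after the value was seen: the scores without LBN3 and LBN12, the scores on weights from the other pups, the correlation between cohorts, and the P10 differences of cohort 1 set against PC1 of cohort 2.

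When P2 and P10 were exchanged in random pups, 1 of 100 splits gave as many DMRs changed with age as the real one, itself included, for all pups, 2 of 100 for controls and 1 of 100 for LBNs. The other split in controls exchanged C9 of cohort 1 and gave 1044 DMRs, against 943 with the real labels and 1220 without C9; its score of −20.4 argues against an exchange. For LBNs against controls, the real split gave 0 DMRs for δ methylation, P10 levels and P2 levels, so that 100 of 100 splits give as many in each case whatever the data, and these counts decide nothing. In cohort 1 alone at P10, 2 of 100 splits gave as many as the 409 DMRs, and the other gave 1165. In cohort 2 alone at P2, 1 of 35 splits gave as many as the 479 DMRs, although the pups had not yet been assigned.

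The separation on PC4 was set against 4 technical explanations. Noise of log ratios at low levels is argued against by an exact permutation p of 0.000195 in percentage points, and a difference between cohorts by 0.000155 with labels permuted within cohort. Another explanation was that the weights were fitted to the pups they separate. The PCA did not use the experience labels, and PC4 was singled out of 18 components for separating the groups. Adjusted over the 18, its exact permutation p was 0.00546, which argues against this choice as the cause of the separation in these pups. Scores on weights from the other pups had an exact permutation p of 0.000509, which as written counts against the explanation. Each component was, however, chosen by its match with PC4 of all pups. Whether the weights would separate other pups stays open. Lists chosen in cohort 1 gave differences of −0.10 and 0.19 in cohort 2, and lists chosen in cohort 2 gave −0.31 and 0.45 in cohort 1, all opposite in sign to the cohort that chose them and none past 0.05. The component used was the first in cohort 2, which is not its match to PC4, so the lists from cohort 2 do not test PC4 itself. In simulations, all 4 were opposite in 9% with nothing planted, 2% with 0.4 and 0% with 0.8. The nearer mean profile of δ methylation placed 12 of 19 pups in their own group (permutation p = 0.29). The part of LBN3 and LBN12 stays open: without them the exact permutation p was 0.0440, at a component whose weights correlated with those of PC4 at 0.546. As that test was written, a p under 0.05 counts against this pair as the whole cause. In the lists, 42.5% of the difference in δ methylation on the positive side and 22.0% on the negative side came from P2, before the experience, but the lists had been chosen for the difference, so how much of it was present at the start stays open.

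Whether LBN-control differences in δ methylation are shared by the cohorts was tested by their correlation across DMRs, which are not independent replicates. It was −0.539 (permutation p = 0.144), within the range of −0.668 to 0.668 that holds the middle of the 32340 arrangements. As written beforehand, this counts against a shared effect, but in 100 simulations with a planted difference of 0.8 the test passed 0.05 in 12%, and with 1.6 in 74%, so it leaves the question open.

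PC1 of levels has weights of the more common sign at 52.1% of DMRs, which argues against a shift of all levels in one direction such as incomplete bisulfite conversion. Its weights from P2 and from P10 samples correlated across DMRs at 0.902, as a mixture of cell populations that varies from swab to swab may give; no cell type was tested, and other sources shared by both ages stay open.

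The P10 differences of cohort 1 correlated across DMRs with PC1 of cohort 2 at 0.217 in size, which as written counts against PC1 as their source. The first component of cohort 2 is its age component, however, and the second matches PC1 of all samples at 0.941. With that component the correlation was 0.713 in size, and for the P2 differences of cohort 2 it was 0.795 with the first component of cohort 1, which is also its match, again 0.795. These lie between the limits set for and against, so spread along PC1 stays open.

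The P2 and P10 profiles of the same pup, after removal of cohort and age means, correlated at −0.0653 on average, against 0.0175 between pups of the same cohort and experience (permutation p = 0.354).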
